A study of Equus caballus with 13 samples.

How the data were processed

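The samples were cultures of horse (Equus caballus) chondrocytes, the cells that build and maintain cartilage. Per the labels' protocols, cells released from cartilage were kept in culture for 2 days and then given 4-thiouridine (4sU) for 4 h. 4sU is a uridine analogue that cells build into the RNA they make during the labelling period. The extracted RNA was alkylated with iodoacetamide for 15 min, per the labels' protocols, a treatment that makes incorporated 4sU be read as a base change in sequencing, so that RNA made during labelling can be told from older RNA in the same library. Libraries were strand-specific and made after poly(A) selection, per the labels' protocols. The labels gave 13 samples in 3 groups: 5 old female, 5 young female and 3 young male. They also gave 12 batch labels, of which 1 (batch 10) covered 2 samples, a young female and a young male. Ages in years were not stated.

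The deposited data were 2 tables of RNA kinetics made by the authors, one for old against young cells and one for young male against young female cells. Per the file headers, each gene had a synthesis rate and a half-life for each of the 2 groups of its table. The labels assigned the 5 young female samples to both tables, and the group headed "Young" in the first table was read as young female for that reason. Neither the file headers nor the labels named the aligner, the genome build, the annotation, the kinetic model, the gene filter or the way replicates were combined. They gave no unit for either parameter. Half-lives were read as hours, because labelling lasted 4 h, the medians lay close to that time, and the values in every column stopped at 69.3, which corresponds to a decay rate of 0.01 per h. Synthesis rates were treated as being in arbitrary units.

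The tables held 1 value per gene and group, 0 columns of values per sample, and neither read counts nor p-values. Depth per sample is therefore unknown, and no spread between replicates, confidence interval or test across animals could be computed. Each value is the authors' estimate for a group and carries no SD or n here. The design written before the data were examined had provided for tests on values per sample or on counts, and for a description by ratio where only group values were given; the description was used.

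For each gene, the log2 ratio of old to young female and of young male to young female was computed within one table for half-life and for synthesis rate. A further quantity, the implied steady-state level, was derived as synthesis rate times half-life divided by ln 2, in arbitrary units, and its log2 ratio is the sum of the other two. This derivation was chosen after the tables had been seen, and it rests on the assumption that RNA levels were constant during labelling. A gene was counted as past the threshold when its absolute log2 ratio was at least 1, a change of at least 2-fold in either direction. No pseudocount was added and no gene was removed from the main counts. A range of 1 to 24 h was set in advance as the half-lives that 4 h of labelling can resolve.

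Genes named in the text were chosen by a rule set before the data were examined. For each comparison and each of half-life and synthesis rate, they were the 3 largest rises and the 3 largest falls among genes past the threshold that had a gene symbol and a half-life of 1 to 24 h in both groups. Members past the threshold of a list of chondrocyte matrix genes and of a list of cartilage-degrading enzymes and their inhibitors were added, as was XIST. Any other gene named was chosen after its values were seen, and is marked so.

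The set test used 15 gene lists written before the data were examined. The median log2 ratio of each set was placed among the medians of 10000 random sets of the same size, drawn from the same table and matched on the young female synthesis rate in 10 bins. The two-sided share of random sets as far out was adjusted by the Benjamini-Hochberg method over the 15 sets within a comparison and parameter, with 0.05 as the threshold; the smallest share that 10000 sets can give is 0.00020. Such a share describes these libraries and says nothing about variation between animals. Correlations are across genes, which are not independent replicates, and no p-value was attached to them.

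The alternatives set in advance were a threshold of 0.5, the 1 to 24 h range, the upper 75% of genes by mean synthesis rate, centring on the median of all genes, genes listed in both tables, and unmatched or half-life-matched random sets. Alternatives added after seeing the data were the young female values of the other table, the upper 75% by implied level, centring within deciles of half-life, removal of half-lives at the ceiling, and random sets matched on implied level. For the decile analyses, genes were ordered by the half-life of the group that did not enter the ratio (the young male half-life for the age comparison, the old half-life for the sex comparison), so that the error of the ratio was not shared with the ordering, and the median of each decile was subtracted where centring is mentioned.

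Gene symbols were used as the tables gave them. Of the 11056 genes in the old against young table, 10340 had a symbol and 716 only an Ensembl identifier, and 10140 symbols (98.1%) matched the RefSeq annotation of the horse assembly TB-T2T. Of the 11249 genes in the young male against young female table, 10515 had a symbol and 734 only an identifier, and 10311 symbols (98.1%) matched. Symbols with a copy number appended (28 and 29 genes) were kept as separate genes. Since the build behind the tables is not stated, the annotation served only to match names and to see which genes neighbour each other, and no coordinates are given.

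The ratio, set and recovery calculations were tested on simulated data. Of 200 genes changed by known amounts among 11249, 100% were recovered with 0 other genes called. The simulated changes lay far past the threshold and the noise far below it, so this outcome checks the arithmetic only. Measured half-life ratios were more widely spread than that noise (SD 0.73 by age and 0.79 by sex). Of 20 random sets, 1 had a share under 0.05. These sets were drawn from independent noise, so genes that vary together were not simulated. A simulated recovery factor of 0.7 was fitted as 0.704 over 10844 genes. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures used matplotlib 3.10.9.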

Results

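RNA synthesis rates and half-lives were estimated from 4sU labelling in chondrocytes of old female, young female and young male horses. The series asked how age and sex affect the control of RNA after transcription. Old and young female cells were represented by 5 samples each and young male cells by 3. The authors' table for the age comparison listed 11056 genes and their table for the sex comparison listed 11249, with 10974 genes in both. Each table held the authors' group value for every gene, so the depth of the samples is unknown and no replicate error accompanies any value below. Differences are therefore described by size, and none could be tested against the spread between animals. Batch could not be told apart from sample or group, because nearly every sample had its own batch label. The 12 labels covered the 13 samples, and only batch 10 held samples of 2 groups, a young female and a young male.

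Median half-lives were of the same order as the 4 h labelling time. In the age table the median half-life was 3.64 h (interquartile range 1.78 to 8.67) in young female cells and 3.43 h (1.66 to 8.11) in old female cells. In the sex table it was 3.74 h (1.86 to 8.89) in young female cells and 4.63 h (2.06 to 11.9) in young male cells. A half-life of 1 to 24 h was listed for 86.7% of genes in young female and 84.7% in old cells of the age table, and for 87.4% in young female and 82.1% in young male cells of the sex table. Values stopped at a ceiling of 69.3 h, which 91 genes reached in young female and 87 in old cells of the age table. In young female cells of the sex table it was reached by 107 genes, and in young male cells by 291.

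Because the same 5 young female libraries entered both tables, the values listed in both show how far an estimate moved with the estimation alone. Across the 10974 shared genes the half-lives had a Spearman correlation of 0.998, and 87.8% differed by less than 5% between tables. A total of 107 genes differed by at least 2-fold, and 79 of these (73.8%) were under 1 h by the longer of their 2 half-lives, compared with 5.00% of all shared genes. The 95th percentile of the absolute deviation from the median was 0.16 log2 units for genes of 1 to 24 h and 7.06 for the 140 genes under 0.5 h by the geometric mean of both tables, a mean that a drop in one table itself lowers. Implied levels were offset by a near-constant factor of 0.955 (SD of the log2 ratio 0.0064). This repeat shares its reads, so it contains none of the variation between animals.

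**Figure D1:**
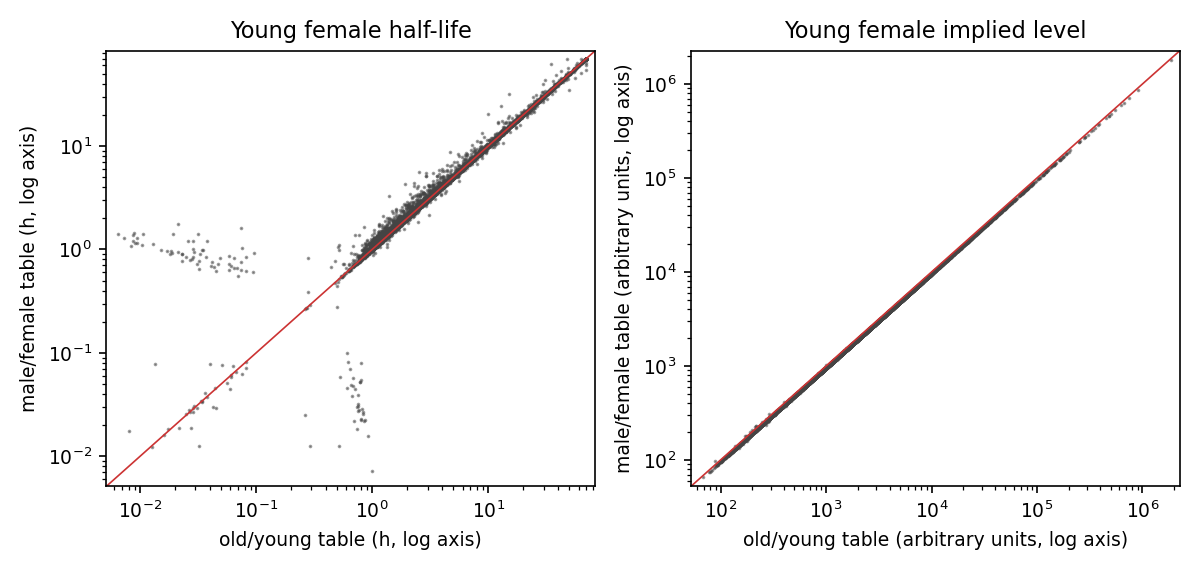
Young female values of the 10974 genes listed in both tables, old/young table on the horizontal axis and male/female table on the vertical axis, both logarithmic; each point is a gene and the red line marks equality. Half-lives (left, h) follow the line except for 2 clouds in which a half-life near 1 h in one table is under 0.1 h in the other, while implied levels (right, arbitrary units) run parallel to the line at a ratio of 0.955.

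The first comparison asked how RNA kinetics of old female cells differed from those of young female cells. The median log2 ratio of half-lives was −0.08 (0.943-fold), and 36.5% of genes had a longer half-life in old cells. The median log2 ratio of synthesis rates was 0.08, and that of implied levels was 0.00. For half-life 390 genes were past the 2-fold threshold, 162 longer and 228 shorter in old cells. Restricting the comparison to genes with half-lives of 1 to 24 h in both groups moved this count most, to 81 (24 longer, 57 shorter). For synthesis rate 831 genes passed, 508 higher and 323 lower; within 1 to 24 h there were 279 higher and 152 lower. For implied level 455 genes passed, 235 higher and 220 lower, but 204 were higher and 220 lower among genes listed in both tables.

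Among genes resolved by the labelling time, the largest falls in half-life in old cells were those of STK32C, from 11.9 to 2.75 h, TMCC2, from 5.16 to 1.62 h, and TRAPPC6A, from 23.6 to 8.02 h. The largest rises were those of TPH1, from 3.46 to 12.2 h, HSPA6, from 5.06 to 15.8 h, and STAMBPL1, from 1.35 to 3.72 h. Synthesis rates fell most for HSPA6 (log2 ratio −4.62), CDCA7L (−3.39) and FOSB (−3.30), and the implied levels of these 3 genes were 7.83-, 7.18- and 4.36-fold lower. The largest rises in synthesis rate were those of DSG2 (4.56), ETNPPL (4.10) and STEAP4 (3.65), with implied levels 10.3-, 7.36- and 7.73-fold higher. TPH1, DSG2 and ETNPPL were listed in the age table only, so their young female values had no second estimate.

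The second comparison asked how young male cells differed from young female cells. The median log2 ratio of half-lives was 0.27 (1.21-fold), and 77.3% of genes had a longer half-life in male cells. Synthesis rates had a median log2 ratio of −0.28, and implied levels one of 0.01. For half-life 853 genes were past the threshold, 632 longer (74.1%) and 221 shorter in male cells. After centring on the median, which by construction leaves as many genes above 0 as below, 641 genes passed and 49.5% of them were longer. For synthesis rate 1367 genes passed, 425 higher (31.1%) and 942 lower, and after centring 1110 genes passed, of which 58.6% were higher. Within 1 to 24 h the counts without centring were 349 for half-life (90.8% longer) and 842 for synthesis rate (17.2% higher). Implied levels were past the threshold for 519 genes, 338 higher and 181 lower. Within 1 to 24 h they were past it for 295, with a more even split of 157 higher and 138 lower.

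**Figure D2:**
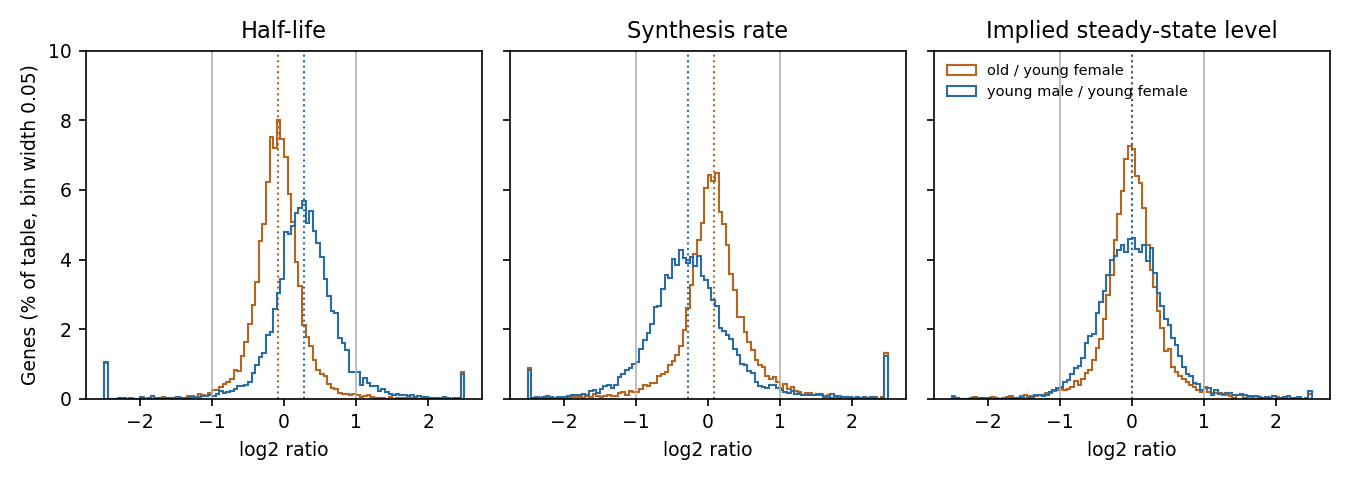
Share of genes in each table by log2 ratio to young female cells, in bins of 0.05, for half-life, synthesis rate and implied steady-state level; brown is old, blue is young male, dotted lines are medians, grey lines mark ratios of −1 and 1, and values beyond ±2.5 are collected in the end bins. The male half-life distribution is centred at 0.27 and its synthesis distribution at −0.28, the old distributions at −0.08 and 0.08, and all implied levels within 0.01 of 0.

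Half-lives of the genes resolved by the labelling time rose most in male cells for MTBP, from 2.32 to 22.5 h, RAD51C, from 2.57 to 15.3 h, and FGD5, from 2.08 to 11.7 h. They fell most for PKMYT1, from 22.7 to 4.71 h, BMERB1, from 17.5 to 4.01 h, and NME5, from 19.8 to 5.79 h. Synthesis rates fell most for HSPA6 (log2 ratio −5.76), ZFP92 (−3.51) and WSCD1 (−3.49) and rose most for PKMYT1 (2.89), JPH1 (2.72) and LRRC32 (2.54). The implied level of HSPA6 was 31.2-fold lower in male cells. PKMYT1, JPH1 and LRRC32 were listed in the sex table only. Of the 12 genes named for half-life over both comparisons, 10 were in the lowest 10% of implied levels of their table. All 12 changed in the opposite direction in synthesis rate, and 11 had an absolute log2 ratio of implied level under 1. Of the 12 named for synthesis rate, counting HSPA6 in each comparison, 6 were also in the lowest 10% of implied levels. These were DSG2 and ETNPPL by age and ZFP92, WSCD1, PKMYT1 and JPH1 by sex. With the young female values of the other table the log2 synthesis ratio of ZFP92 was −4.21.

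The size of the ratio was related to the half-life itself in the sex comparison. Over deciles of genes ordered by the old female half-life, the median log2 ratio of male to young female half-lives rose from −0.01 in the decile with the shortest half-lives (median 0.869 h) to 0.51 in that with the longest (29.9 h). The log2 ratio of implied levels rose over the same deciles from −0.35 to 0.43. In the age comparison, with genes ordered by the young male half-life, the corresponding medians were −0.14 and 0.00 for half-life and 0.04 and 0.08 for implied level. After centring within deciles, 516 genes passed the threshold for half-life in the sex comparison, 45.2% of them longer, and 951 for synthesis rate, 58.1% of them higher.

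**Figure D3:**
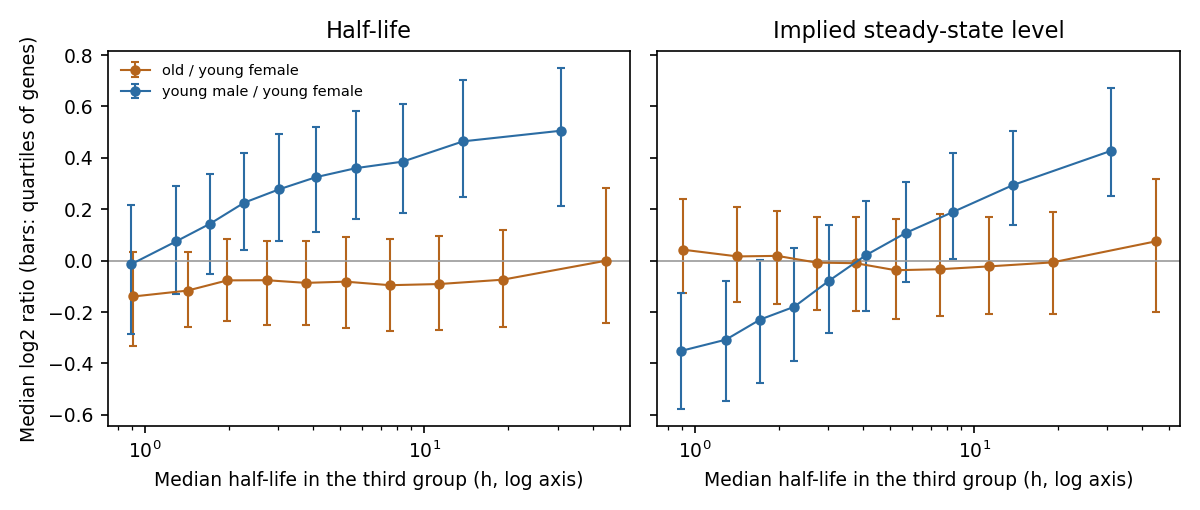
Median log2 ratio to young female cells of half-life (left) and implied level (right) in deciles of genes ordered by the half-life of the group outside the ratio, whose median per decile is on the logarithmic horizontal axis (h); bars are quartiles across genes, not replicate error. The young male medians (blue) climb from −0.01 to 0.51 for half-life and from −0.35 to 0.43 for level, while the old medians (brown) stay between −0.14 and 0.08 in both panels.

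Chondrocyte matrix genes, a list of 22 structural and regulatory genes of cartilage of which 20 were in both tables, had higher implied levels in young male cells. Their median log2 ratio of implied level was 1.5, 18 of the 20 were higher and 14 were past the threshold. After centring within half-life deciles the median was 1.08, with 18 of 20 higher. The set test for male cells could not be run within 1 to 24 h, where too few of the 20 genes were left. Synthesis rates had a median log2 ratio of 1.01, or 1.29 relative to the shift of all genes, and 11 were past the threshold. These 11 were COL2A1, COL9A1, COL9A2, COL9A3, COL11A2, COMP, CHAD, CNMD, CILP, CHADL and SNORC, from 1.01 for SNORC to 1.78 for CHAD. All 11 had male half-lives beyond the 24 h that the labelling can resolve, from 35.6 h for COL2A1 to the ceiling of 69.3 h. How their higher levels divide between synthesis rate and half-life is therefore uncertain. SNORC fell to 0.92 when the young female value of the other table was used. COL2A1, which encodes the main collagen of cartilage, had an implied level 3.34-fold higher in male cells. Half-lives of CHAD, CNMD and COL9A3 were at the ceiling in both groups, so any change in their half-life was not detectable. Those of COL9A2, COMP and SNORC were at the ceiling in male cells. COL11A1, FMOD and EPYC were past the threshold for half-life (log2 ratios 1.07, 1.10 and 1.97). After centring on the median COL11A1 and FMOD were under it (0.80 and 0.83). The male half-lives of these 3 genes, 57.1, 62.4 and 69.0 h, lay beyond the range of 1 to 24 h that the labelling can resolve.

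In old cells the same 20 genes had a median log2 ratio of synthesis rate of −0.35, with 12 lower and 8 higher (adjusted share against random sets 0.0015). COL9A1 (−1.27), COL9A2 (−1.34) and HAPLN1 (−1.07) were past the threshold downward and EPYC (2.40) upward. The half-lives of COL9A1 and COL9A2 lay beyond 24 h in both groups. Of the cartilage-degrading enzymes and inhibitors, MMP1 (−2.04) and TIMP1 (−1.59) had lower synthesis rates in old cells and ADAMTS5 (1.04) a higher one, which was 0.96 after centring. MMP2 had a shorter half-life, 21 against 50.4 h. The implied levels of 5 of the 14 listed genes were past the threshold downward in old cells and 0 upward. These 5 were MMP1, MMP2, MMP3, TIMP1 and ADAMTS4. In male cells the synthesis rates of ADAMTS4 (−1.28, and −0.90 within half-life deciles), ADAMTS9 (−2.36), MMP3 (−1.55) and TIMP1 (−1.09, and −0.82 after centring) were lower. The half-life of ADAMTS9 was longer (1.21, and 0.94 after centring). MMP9 had a half-life of 1.58 against 41.5 h, a log2 synthesis ratio of 1.93 and an implied level 6.92-fold lower in male cells. It was listed in the sex table only. TIMP1 had a log2 level ratio of −0.16 in male cells. For MMP1, MMP2, MMP3, MMP9 and TIMP1 at least 1 of the half-lives compared lay beyond 24 h. The labelling cannot resolve such half-lives, so the changes in half-life and synthesis rate of these genes are uncertain. As a set the enzymes and inhibitors, 14 listed for age and 15 for sex, did not stand apart from random sets matched on synthesis rate. The smallest adjusted share was 0.0942. Their implied level in male cells (median log2 ratio −0.16) did stand apart from random sets matched on half-life (random median 0.22, adjusted share 0.0235) or on implied level (0.21, adjusted share 0.0075). After centring within half-life deciles that median was 0.04 (7 of 14 higher), and within 1 to 24 h it was 0.11 (4 of 7 higher, adjusted share 0.415), so the direction was not kept.

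**Figure D4:**
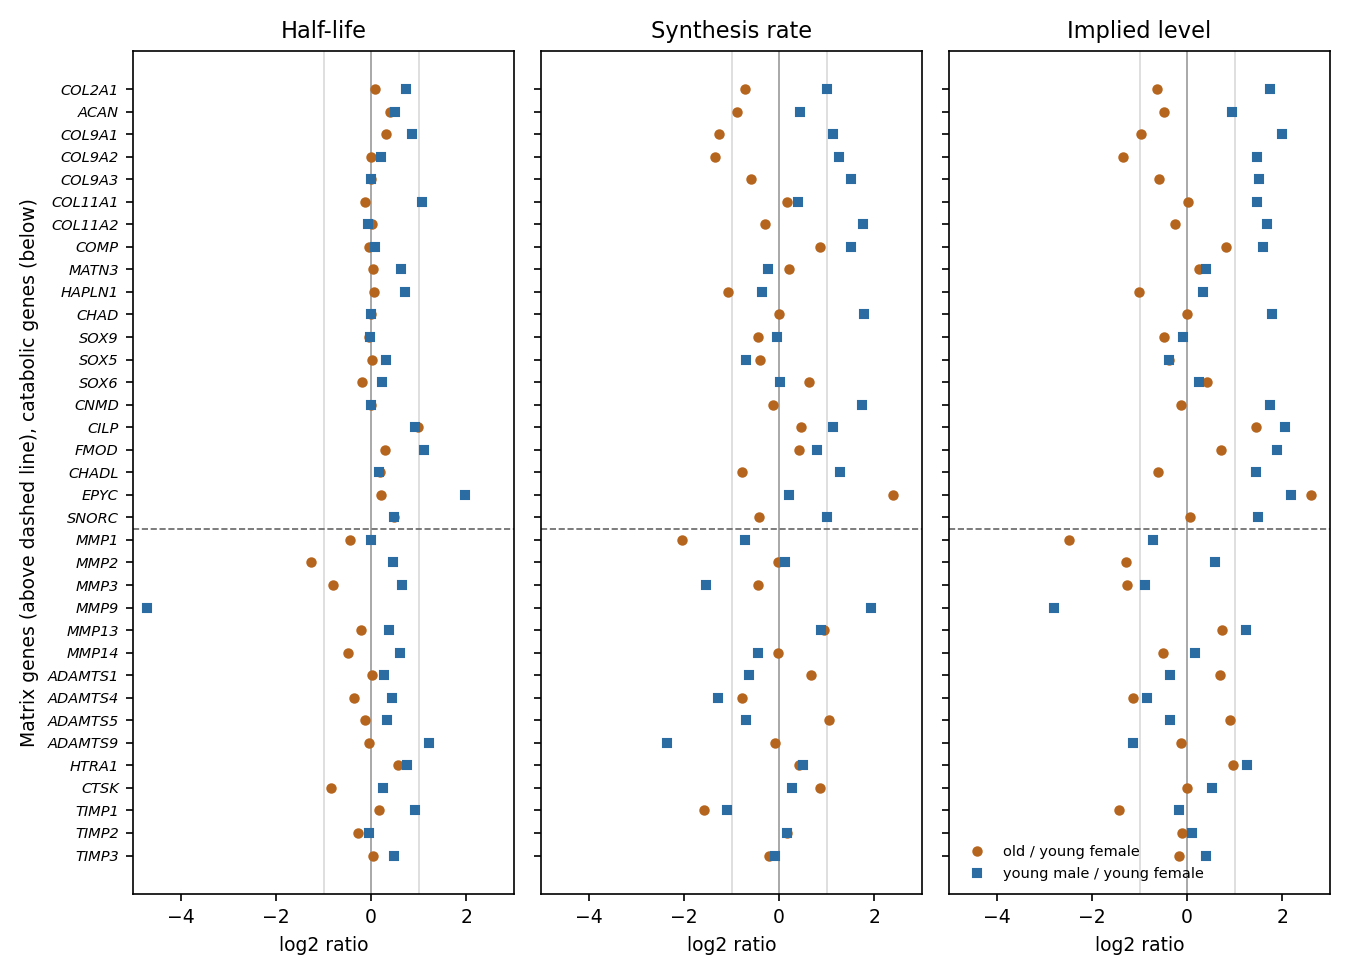
Log2 ratio to young female cells of half-life, synthesis rate and implied level for the listed chondrocyte matrix genes (above the dashed line) and catabolic genes (below it); circles are old, squares are young male, each the authors' group value without replicate error, and light grey lines mark ratios of −1 and 1. In the implied level panel 14 of the 20 matrix genes lie past the threshold in male cells, while the old values lie on both sides of 0.

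Gene sets were compared with random sets of matched synthesis rate. Of 90 set results over 15 sets, 3 parameters and 2 comparisons, 36 had an adjusted share under 0.05, and 19 of these kept it under all the alternatives that could be run. Restriction to half-lives of 1 to 24 h moved the number most, to 19 results past the threshold of the 78 that could be run, and 10 of the 36 were among those that could not. Interferon-stimulated genes had a median log2 synthesis ratio of −0.84 in old cells (11 of 13 lower, adjusted share 0.0015). In male cells it was −1.24, or −0.97 relative to the shift of all genes (14 of 15 lower, adjusted share 0.0010). Their implied levels had median log2 ratios of −0.45 in old cells (12 of 13 lower) and −0.75 in male cells (14 of 15 lower). Immediate-early genes had a median log2 level ratio of −0.24 in old cells (21 of 22 lower, adjusted share 0.0090). In male cells it was −0.51 (20 of 22 lower), past the threshold in 4 of 4 alternatives (adjusted share 0.0347 with half-life-matched random sets). After centring within half-life deciles, however, it was −0.16, with 9 of 22 higher.

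Cytosolic ribosomal protein genes had longer half-lives in old cells, with a median log2 ratio of 0.39 (55 of 62 longer, adjusted share 0.0030), and higher implied levels, with a median of 0.31 (61 of 62 higher). Only 7 of the 62 had half-lives of 1 to 24 h in both groups, and for these the level result had an adjusted share of 0.102. In male cells the corresponding medians were 0.48 (58 of 62 longer) and 0.41 (62 of 62 higher), and after centring within half-life deciles they were −0.03 and −0.02, with 28 of 62 above 0 in each. Proliferation genes had shorter half-lives in old cells, with a median of −0.40 (9 of 10 shorter, adjusted share 0.0225). In male cells they were longer, with a median of 0.63 (11 of 12 longer, adjusted share 0.0377, past the threshold in 2 of 4 alternatives). After centring within half-life deciles the male median was 0.11, with 6 of 10 proliferation genes longer. Their implied levels had median log2 ratios of −0.38 in old cells (8 of 10 lower) and 0.53 in male cells (11 of 12 higher). Fibroblastic matrix genes, such as those of fibrillar collagens outside cartilage, had a median log2 level ratio of 1.35 in male cells (18 of 18 higher) and −0.31 in old cells (10 of 17 lower). Genes that escape X inactivation did not stand apart in either comparison, except that their implied level in male cells (−0.25) had an adjusted share of 0.0142 against random sets matched on implied level.

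Changes in synthesis rate and half-life opposed each other across genes. The Spearman correlation of the log2 ratios was −0.53 in the age comparison and −0.55 in the sex comparison, and it was −0.49 and −0.55 within 1 to 24 h. It moved most among genes past the threshold in either parameter of the age comparison, to −0.79. Synthesis rate accounted for 82.2% of the variance of the implied level ratio across genes in the age comparison and for 75.2% in the sex comparison, as the covariance of each parameter with the level (89.1% and 88.1% within 1 to 24 h). Of the 831 genes past the threshold for synthesis in old cells, 295 (35.5%) had an absolute log2 level ratio under 0.5, and so did 551 of 1367 (40.3%) in male cells. Within 1 to 24 h the shares were 16.2% in old and 35.9% in male cells.

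The effects of age and sex, each taken against the same young female cells, were positively correlated across shared genes. The Spearman correlation was 0.34 for half-life, 0.24 for synthesis rate and 0.19 for implied level. A shared reference produces a positive correlation from its own error, and whether the effects of age and sex differ could not be tested with group values. The sex labels could not be checked from expression, because XIST, SRY, DDX3Y, UTY, EIF1AY and USP9Y were listed in neither table. KDM5D, a Y-linked gene by its symbol and chosen after its values were seen, was listed in both tables, with log2 level ratios of 0.22 in old and −0.13 in male cells.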

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

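With no replicate values, a count was taken as moved when it changed by more than 1.5 times, a median when it changed by more than 0.05 log2 units, and a correlation when it changed by more than 0.1. By these limits 64 alternative values were the same as the reported ones and 28 moved. The limits judge a count by its size alone. The majority direction of the genes counted turned in 7 of 54 alternative counts, which are given below. The alternatives that use the implied level, the other table's young female values, half-life deciles or the ceiling were chosen after seeing the data.

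Counts of genes past the threshold depended most on which genes were admitted and where the threshold lay. With half-lives of 1 to 24 h in both groups, 81 genes remained for half-life in the age comparison, and for synthesis rate 279 higher and 152 lower. In the sex comparison 349, 842 and 295 remained for half-life, synthesis rate and implied level. With the upper 75% of genes by mean synthesis rate, the counts for half-life, synthesis rate and level were 236, 431 and 193 by age and 340, 734 and 218 by sex. With the upper 75% by implied level they were 120, 335 and 217 by age and 319, 592 and 235 by sex. At a threshold of 0.5 they rose to 1476, 2544 and 1720 by age and to 3573, 4619 and 2810 by sex. Centring within half-life deciles lowered the sex counts to 516 for half-life (233 longer, 283 shorter) and 296 for level. Part of that fall came from leaving out genes listed in 1 table, which alone gave 765 for half-life and 439 for level. Whether the removed genes differed between the animals was not tested.

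The direction of the half-life and synthesis calls in male cells depended on centring, which turned the majority in 4 counts; a more even split is built into centring. The share of longer half-lives was 74.1% uncentred, 49.5% centred on the median and 45.2% within deciles, and the share of higher synthesis rates was 31.1%, 58.6% and 58.1%. Without centring the share of longer half-lives was 90.8% within 1 to 24 h, 80.3% in the upper 75% by implied level, 86.1% at a threshold of 0.5 and 52.4% in the upper 75% by synthesis rate. The other 3 turns were in implied level by age, where 235 genes were higher and 220 lower, and share one cause: all 3 alternatives use only the 10974 genes listed in both tables, which alone gives 204 and 220. With the other table's young female values the numbers were 205 and 220, and within deciles 198 and 230.

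Using the other table's young female values gave 370 genes for half-life by age, of which 300 were also past the threshold in the reported comparison, and 832 by sex, of which 718 were. The medians of all genes moved by no more than 0.05 under the alternatives run for them: the half-life median ranged from −0.10 to −0.08 by age and from 0.25 to 0.29 by sex. The correlation of synthesis and half-life ratios by age became −0.79 among genes past the threshold. Selecting genes by the size of either ratio strengthens such a correlation; how much of the shift this makes up was not tested.

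Of the 36 set results past the threshold, 19 kept it under every alternative that could be run. The number past the threshold was 19 within 1 to 24 h, where 78 of the 90 results could be run; 15 of the 36 kept the threshold there and 10 could not be run. It was 23 with random sets matched on half-life, which lost 14 of the 36. A further 11 results were past the threshold only in an alternative, among them the male level of cartilage-degrading genes, matched on half-life or implied level, and of genes that escape X inactivation, matched on implied level. In 3 results the set moved to the other side of its random median in an alternative: synthesis and level of ribosomal protein genes and level of glycolysis genes, all in the sex comparison. The cause was not tested for each set, but in the sex comparison half-life-matched random sets had a median log2 level ratio of 0.42 for ribosomal protein genes, which itself had a median of 0.41.

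For single genes named in the text, 69 results were recomputed. Centring on the median brought 5 below the threshold, centring within deciles 4, and the other table's young female values 1, and 0 reversed. Genes listed in 1 table could not be checked against the other.

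No paired analysis was possible because the tables give 1 value per group and the replicate letters name different animals. For the same reason, leaving out replicates, a replicate block and other splits of the samples were not run. Stricter adjusted p-values, the authors' own calls, a second count-based tool, a filter on low counts and another pseudocount were listed in advance and were not run, since the tables hold no p-values or counts. Depth being unknown, it is also unknown which values rest on few reads; the spread of half-lives between tables is the only precision measured, and it covers estimation only.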

Other observations

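The tests of batch, of the genes that differed between tables (other than by the longer half-life) and of heat-shock genes against young female cells were set before their outcomes were known; the others in this part were chosen only after the result they bear on had been seen. All of them use the authors' group values, so none can separate a group from the animals in it.

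The longer half-lives in young male cells grew with half-life, and implied levels followed the same course. Over genes with half-lives of 0.5 to 40 h the decile medians of the log2 half-life ratio spanned 0.457, so a labelling time that differed by one factor for every gene, which would shift all deciles alike, cannot account for it alone. Low expression cannot either: the span was 0.490 among the 2511 genes in the highest 25% of implied level of their decile. Over the 25% with the highest implied level of all genes, which are also longer-lived, the median was 0.335. Loss of labelled RNA during preparation in one group would lengthen apparent half-lives and lower the apparent level of short-lived RNAs, the direction seen in male cells. A single recovery factor of 0.755 for labelled RNA in male relative to young female cells, fitted to the half-lives alone, reduced the span from 0.457 to 0.224 and, without being refitted, the span of the level ratios from 0.691 to 0.373. It may thus account for 50.9% and 46.0% of the trends, and what remains was not explained. The young female reference is not the source of the whole trend, because half-life ratios of male to old cells also spanned 0.317 across deciles of the young female half-life, from 0.18 to 0.50. Only 1 batch label held samples of both groups, so batch could not be examined. A sex difference in RNA stability therefore cannot be told apart from labelled RNA loss or batch, and raw conversion rates per library would be the place to look.

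The shift in old cells was smaller. Decile medians spanned 0.0942 over genes with half-lives of 0.5 to 40 h, within the limit of 0.1 used for a uniform shift. Over all shared genes they ran from −0.14 to 0.00, past that limit. The 0.00 belongs to the decile with the longest half-lives, and genes at the ceiling in both groups have a ratio of 0 by construction. The ceiling may thus widen the second span, as the last decile over 0.5 to 40 h was at −0.04. Either span exceeds the median shift of −0.08, so a uniform shift and a trend cannot be told apart. A recovery factor widened the span (0.169), and the level ratios spanned 0.117 after the factor and 0.0921 before, too little to decide. The median was −0.0608 in the 25% of genes with the highest implied level, so it was not confined to weakly expressed genes. A slightly different effective labelling time remains a possible explanation, and so does batch. Each old and young female sample had its own batch label, so 0 labels held samples of both groups and batch could not be told apart from sample. The median ratio of 0.943 should not be read as faster decay with age on these data.

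Matrix genes stood out in male cells beyond the trend with half-life. Their median log2 level ratio of 1.5 compares with 0.526 at the upper end of the central 95% of random sets of the same half-lives, so long half-lives alone are not a candidate explanation. COL1A1, which was chosen after its values were seen, had an implied level 18.3-fold higher in male and 7.25-fold lower in old cells than in young female cells. One hypothesis is that the cultures differed in cell state or in the cartilage sampled, and animal, batch and sex cannot be separated with 3 male samples and no values per sample.

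HSPA6, a stress-induced heat-shock gene, had the largest fall in synthesis rate of the resolved genes in both comparisons, so the common element is the young female reference. If young female cells carried a heat-shock response, other heat-shock genes would be low in both ratios. Of 26 such genes, listed without HSPA6, 21 were in each table. Their median log2 level ratio was −0.30 in old cells (17 of 21 lower, percentile 0.01 among random sets matched on half-life). In male cells it was −0.12 (15 of 21 lower, percentile 0.815, where random sets had a median of 0.10). Between male and old cells the set lay at percentile 39.1. These values are consistent with a stress response in some or all of the 5 young female cultures; with group values it is unknown whether 1 culture carries it.

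Interferon-stimulated genes show the same layout: low in old and in male cells, and at percentile 76.3 of random sets between male and old cells (6 of 13 higher). An interferon response in one or more young female cultures is a candidate explanation. Immediate-early genes lay at percentile 99.9 and ribosomal protein genes at percentile 0.01 of half-life-matched sets between male and old cells. The ratios themselves point elsewhere: immediate-early genes were nearly equal (median log2 ratio −0.02, 10 of 22 higher in male cells, random median −0.36), and ribosomal protein genes were higher in male cells (0.14, 51 of 62, random median 0.36). The percentiles thus rest on the trend with half-life in male cells, and whether these sets reflect the young female cells cannot be told. After centring within half-life deciles, 59 of 62 ribosomal protein genes had higher levels in old cells than in young female cells, against 28 of 62 in male cells. Whether that difference between the comparisons exceeds variation between animals was not tested, and no biological explanation was tested.

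KDM5D is Y-linked in other mammals, yet it was listed with nearly equal values in male and female cells. The 3 genes listed just before it in both tables, HUWE1, SMC1A and IQSEC2, are all 3 among the 10 nearest protein-coding genes on either side of KDM5C, its X-linked homologue, in the TB-T2T annotation, and KDM5C itself is listed in neither table. The position in the table is thus that of KDM5C, and the KDM5D values should not be used to check sex.

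The genes whose young female half-lives differed at least 2-fold between tables were mostly short-lived. A half-life under 1 h in either table, found for 95.3% of them, is in part a result of the difference itself. By the longer of the 2 half-lives, which a drop in one table cannot lower, 95.3% were in the lowest 25% of shared genes and 73.8% were under 1 h, against 5.00% of all shared genes. They were also often of low level (64.5% in the lowest 25% of implied level, against 25% of all shared genes). Both may contribute, and 4 h of labelling leaves little unlabelled RNA from which to estimate such half-lives.

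The opposition of synthesis and half-life ratios could be read as compensation. However, the between-table differences of the young female values, which are estimation error alone, had a Spearman correlation of −0.990. That value follows from levels being nearly the same in both tables: an error in half-life is passed with opposite sign to synthesis. It shows the form of the error and not its size. Among the 7792 genes of 1 to 24 h whose young female half-life moved by less than 0.05 log2 units between tables, the correlation in the age comparison was −0.478, compared with −0.485 over all genes of 1 to 24 h. Leaving out genes with unstable young female half-lives thus hardly changed the opposition. The test was weak, because most of the 9108 genes of 1 to 24 h were kept and only young female half-lives were screened. Error of the old half-lives, and error common to both tables, would not show in it. Compensation and shared error cannot be told apart here.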
